A study of Rattus norvegicus with 24 samples. Its data were reported in "Systemic Wound Healing Associated with local sub-Cutaneous Mechanical Stimulation" (2016).

How the data were processed

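Peripheral blood mononuclear cells of female Wistar rats were profiled on the Affymetrix Rat Genome 230 2.0 array. Per the labels, cells were isolated on a Ficoll density gradient, extracted in a single batch and labelled with a 3' amplification kit. The 24 arrays fell into 12 groups of 2 arrays, and each array came from a separate rat. Healthy rats (NORA in the labels) are named NOCIA and rats with collagen-induced arthritis (RA) CIA. The CIA arms were MS (needle stimulation, AP in the labels), MTX (methotrexate), PLA (saline injection) and ANE (another anaesthetic at sampling and no other therapy).

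The deposited values are log2 expression levels that, per the labels, the authors computed with RMA in the affy package, whose versions are not given in the sources used here. The methods of the study also describe MAS5 intensities with detection calls. The deposited values ran from 2.18 to 15.02 on the log2 scale, and array medians from 5.49 to 5.58, so they were used as RMA values. Values near the top may be compressed and changes of abundant transcripts understated, which was not tested. The 3' minus 5' difference of the control gene Gapdh ran from 0.01 to 0.20 and that of Actb from 0.36 to 0.84, which limits large differences in RNA integrity.

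The table held 31099 probe sets, of which 20832 had 1 gene symbol, 436 had several and 9831 had none in the platform annotation. Genes are named only from probe sets with 1 symbol, which covered 14218 genes. The identifiers of 20764 probe sets were found in the reference gene table. The 57 control probe sets were left out. Probe sets above the 40th percentile of an array in at least 2 arrays were kept, which left 20690.

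Comparisons were fitted with limma 3.58.1 (R 4.3.3), lmFit and eBayes, with a coefficient per group over all 24 arrays and 12 residual degrees of freedom. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 within a comparison. Counts at the study's thresholds, unadjusted p under 0.05 and fold change over 2, are given beside it. There were 14 comparisons of 2 groups and 4 tests of the difference between a 34-day change in an arm and that in NOCIA. An exact two-sided permutation test of 2 arrays against 2 cannot give a p below 0.333, so p-values rest on the spread pooled over groups. The 4 arms share the CIA baseline arrays, so no overlap or correlation between arms is reported.

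Gene groups were tested with limma's camera, with a preset correlation of 0.01 between genes, on the probe set with the highest mean per gene. There were 33 lists with at least 3 measured members, adjusted together within each comparison. They were 13 of cell type markers, 13 of gene functions and 7 the study had compiled from literature and Gene Ontology. Those 7 were Mec.E (early mechanotransduction), Heal.E (early healing), EMT and EMT.T2 (epithelial to mesenchymal transition), whGO (wound healing), rwGO (response to wounding) and InflGO (inflammation). None of the 7 was chosen on these samples. The study's own lists of differential genes had been read before the other lists were written, and genes such as those of the Liver list occur in them. A camera call with an estimated correlation and fry, which asks only whether a list moves one way on balance, were run beside it.

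Samples, comparisons, lists, the rule for named genes and the alternatives were fixed before the data were examined. Named genes were the 10 highest and 10 lowest called probe sets with 1 symbol and groups that do not overlap in 6 comparisons, and the 5 highest and lowest in the others. Where fewer were called, the rule filled up by the size of the moderated statistic from probe sets past the study's thresholds, whose values are given without a call. Up to 4 members per described list and 12 further genes, among them Adora2a, Ada, S100a8, S100a9, Il1b, Cxcl2, Ptgs2, Egr1, Fos, Pf4 and Alb, could be named in every comparison. The choice of the probe set with the highest mean for these genes was made after their values were seen, as was the choice of which lists and which of the eligible genes to describe. Members behind a count of 5 or fewer are named whatever the rule, also after their values were seen.

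Alternatives were a replicate block, a fit of only the groups compared, no filter, a stricter filter at the 60th percentile, quantile normalization, limma-trend with robust eBayes, array weights and leaving out each array in turn. For lists, the mean of all probe sets of a gene was added. A fit without 4 arrays that stood apart was added after the data were seen. The steps were tested on 20 simulated data sets, each of 20690 probe sets with 200 changed, for MS at 34 days against CIA baseline. There 36.6% of 2-fold and 84.05% of 4-fold changes were recovered, 5.22% of calls were false, and a mean of 221.3 unchanged probe sets passed the study's thresholds. Real rates may differ, as replicates differed by SD 0.836 in MS and 0.286 in CIA. Tables and plots used Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.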

Results

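Expression was measured in blood mononuclear cells of 24 rats, 2 per group, as RMA log2 values. CIA and NOCIA rats were sampled at baseline, and NOCIA, MS, MTX, ANE and PLA rats at 1 hour and 34 days. Each change below is a log2 difference with its SE from limma and n = 2 arrays per group. A positive value means higher in the group named first, and rep 1 and rep 2 are the 2 arrays of a group. Square brackets after the median of a list hold its median without rep 1 and without rep 2 of the group named first, where either moved it by over 1.5 times. The est-cor adjusted p of a list is that with an estimated correlation between genes.

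Platelet transcripts differed between the 2 arrays of some groups. The Platelet list (22 measured genes, such as Pf4 and Itga2b) had a mean centred level of 1.32 in MS 34-day rep 1 and 0.47 in rep 2. It was 1.16 and -0.32 in the MS arrays at 1 hour, 0.85 and -0.30 in ANE at 1 hour, and -0.21 and 0.91 in PLA at 1 hour. It was 0.45 and -0.65 in MTX at 34 days, 0.18 and -0.58 in MTX at 1 hour, and 0.15 and -0.50 in ANE at 34 days. The CIA baseline arrays lay at -0.43 and -0.62. The first principal component held 45.8% of the variance and ran through the same 4 arrays, MS 34-day rep 1 (125.2), MS 1-hour rep 1 (87.6), ANE 1-hour rep 1 (45.8) and PLA 1-hour rep 2 (39.5). The SD of the difference between the arrays of a pair was 0.876 for MS at 1 hour, 0.836 for MS at 34 days and 0.728 for ANE at 1 hour, against 0.23 for NOCIA baseline.

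**Figure D1:**
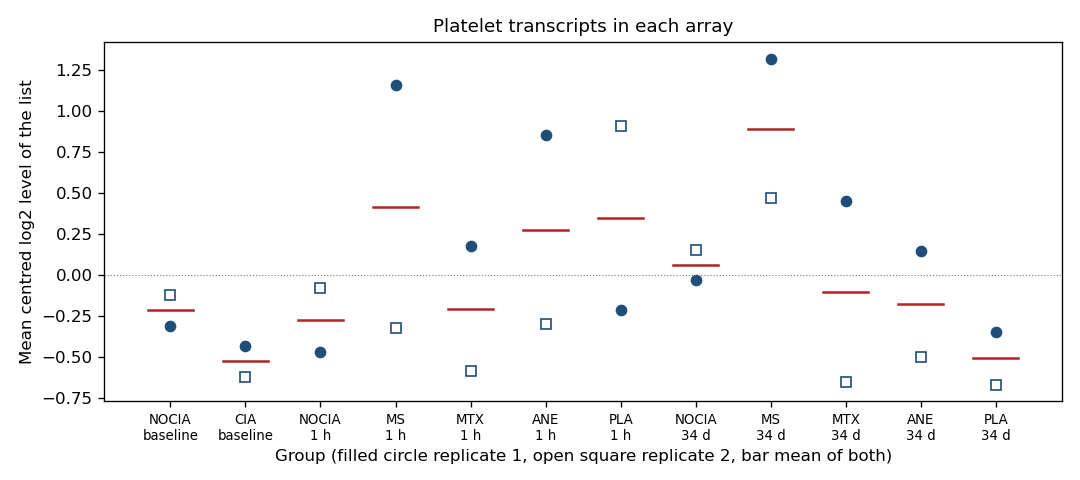
Mean centred log2 level of the 22 Platelet genes (vertical axis) in each array of the 12 groups (horizontal axis). Filled circles are rep 1, open squares rep 2, bars the mean.

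CIA was set against NOCIA at baseline to ask what arthritis did before therapy. Sik1 fell by 3.53 ± 0.20 (SE) in CIA at 1 probe set (adjusted p = 1.57e-07), while its brighter probe set differed by -0.20 and was not called. The former lay at 8.74 and 8.81 in the NOCIA baseline arrays and between 4.91 and 5.61 in the other 22 arrays. The Liver list, genes of plasma proteins and liver enzymes, was lower in CIA, with a median of -1.44 over 15 genes (adjusted p = 1.69e-16, est-cor adjusted p = 0.108). Albumin (Alb) differed by -3.96 ± 1.13, Rup2 by -4.51 ± 0.86, Apoc1 by -2.95 ± 0.64 and Hpd by -2.89 ± 0.83, none of them called. Of the Liver genes 9 were lower adjusted over the list alone and 0 over all genes. The B cell list was lower by a median of -0.58 over 10 genes (adjusted p = 1.71e-07, est-cor adjusted p = 0.108), with Cr2 at -0.93 ± 0.33 (-1.80 at its dimmest probe set) and Pou2af1 at -0.72 ± 0.28. Its counts were 0 by both adjustments. The Cell cycle list was lower (median -0.27 [-0.40, -0.19] over 28 genes, adjusted p = 6.05e-06), and the Circadian clock list (median 0.30 over 14 genes, 0.000756) and Glucocorticoid-response list (median 0.28 over 15 genes, 0.00304) were higher. These had est-cor adjusted p = 0.476, 0.309 and 0.547. The Liver, B cell, clock and Glucocorticoid-response shifts recurred in NOCIA at 1 hour (below), so they cannot be laid to arthritis alone. Clock genes Per3 (0.73 ± 0.25) and Nr1d2 (0.87 ± 0.34) were not called. The Inflammatory list of cytokines and NF-kB targets had a median of -0.20 over 26 genes (adjusted p = 0.0299), with only Cxcl1 lower adjusted over the list alone (-4.85 ± 1.03) and 0 over all genes. The Platelet (median -0.25, adjusted p = 0.00521) and Mitochondrial respiratory chain lists (0.16 over 47 genes, 0.00273) passed too. Each of these 3 had est-cor adjusted p = 0.817. limma called 1 probe set, Sik1, and 153 passed the study's thresholds (87 higher and 66 lower), or 94 without NOCIA rep 2. Groups did not overlap for 51.7% of probe sets, against 33.3% by chance. The Inflammatory call was lost without NOCIA rep 1 (adjusted p = 0.0963) or CIA rep 2 (0.0625), the Platelet call without CIA rep 2 (0.0601) and the Mitochondrial call without NOCIA rep 2 (0.0565). The Platelet median was -0.40 without NOCIA rep 1, and without NOCIA rep 2 it was -0.16, with 0.47 for Glucocorticoid-response and -0.11 for Inflammatory. The count was 2 without NOCIA rep 1, 759 with only these groups fitted, 1020 with array weights and 258 without the 4 arrays that stood apart.

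**Figure D2:**
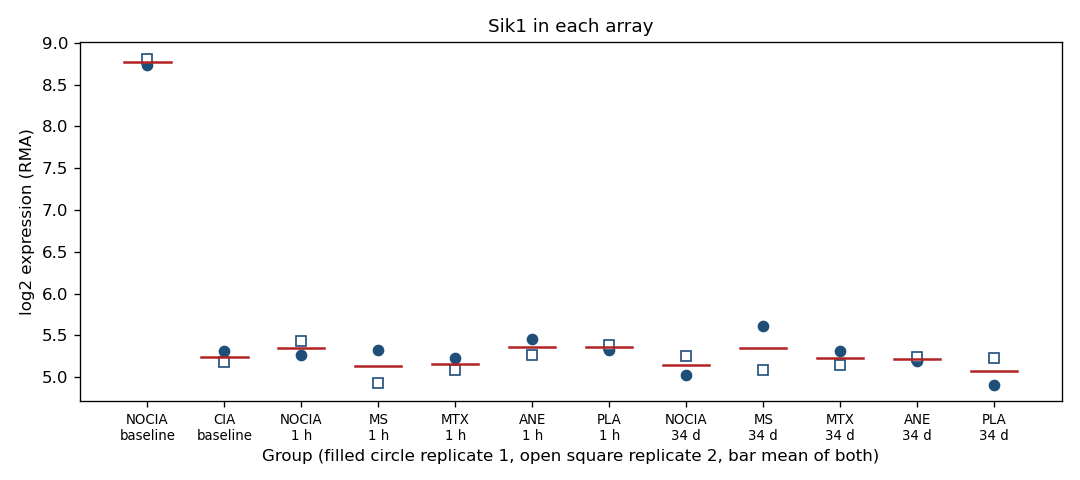
Expression of the Sik1 probe set that was called (log2, vertical axis) in each array of the 12 groups (horizontal axis). Filled circles are rep 1, open squares rep 2, bars the mean.

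MS at 34 days was set against CIA baseline, so the values mix therapy with 34 days of disease and age, which the other arms share. Platelet transcripts were higher and lymphocyte transcripts lower. The Platelet list had a median of 1.43 with all 22 genes above 0 (adjusted p = 3.29e-09, est-cor adjusted p = 0.392). Its members P2rx1, an ATP-gated channel, differed by 2.36 ± 0.78, Alox12 by 2.32 ± 0.78, Ptgs1 by 1.93 ± 0.65 and F13a1 by 1.91 ± 0.66. Of the list 16 were higher adjusted over the list alone and 0 over all genes. Pf4, at a level of 14.68 near the top of the scale, differed by 0.29 ± 0.16. Genes that rose most were Xk (3.31 ± 0.94, adjusted p = 0.0472), Lamb1, a laminin chain (3.21 ± 0.75, adjusted p = 0.0348), Prss35 (3.20 ± 0.79, adjusted p = 0.0386), the histone gene H2al2l (3.19 ± 0.84, adjusted p = 0.043), Mpped2 (3.10 ± 0.79, adjusted p = 0.041), Fhl1 (3.03 ± 0.72, with 2.04 at its brighter probe set), Abcc4 (3.02 ± 0.73), Angpt1, an angiopoietin (2.98 ± 0.75), and Bglap (2.96 ± 0.79).

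T cell genes fell in MS at 34 days, with a median of -1.15 [-0.42, -1.84] over 19 genes (adjusted p = 0.000829, est-cor adjusted p = 0.621). Those that fell over all genes were Trat1 (-2.90 ± 0.68), Bcl11b, a T lineage regulator (-2.51 ± 0.45), and Cd5 (-1.46 ± 0.40). They were the 3 of 19 lower over all genes, and 15 were lower adjusted over the list alone. In the B cell list (median -1.01 [-0.56, -1.56] over 10 genes, adjusted p = 0.00438, est-cor adjusted p = 0.352) Ms4a1, the CD20 gene (-2.30 ± 0.41), Pou2af1 (-1.88 ± 0.28), Fcer2 (-1.52 ± 0.38) and Cd79b (-1.49 ± 0.36) fell. With Cd22 they made 5 over all genes, and 7 were lower adjusted over the list alone. In the Plasma cell list (median -1.15 [-0.73, -1.71] over 6 genes, adjusted p = 0.0324, est-cor adjusted p = 0.392) Jchain (-1.80 ± 0.30), Prdm1 (-1.64 ± 0.42) and Mzb1 (-1.38 ± 0.30) fell. These 3 were called over all genes, and with Tnfrsf17 they made 4 adjusted over the list alone. The NK and cytotoxic list had a median of -1.30 over 20 genes (adjusted p = 0.0109, est-cor adjusted p = 0.676), with 10 lower adjusted over the list alone and 1 over all genes, the receptor Klre1 (-2.45 ± 0.66). The Monocyte list did not pass (median -0.92 over 23 genes, adjusted p = 0.0895). By array the medians were -1.67 for NK and -1.70 for Monocyte genes in MS rep 1, and -1.03 and -0.37 in rep 2. The Plasma cell call was lost without CIA rep 1 (adjusted p = 0.0584) or MS rep 2 (0.103), and the NK call without MS rep 2 (0.103).

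Antigen presentation and interferon genes were lower too in MS at 34 days. The MHC class II list had a median of -1.09 [-0.26, -1.96] over 8 genes (adjusted p = 0.0287, est-cor adjusted p = 0.621). Its transactivator Ciita (-1.76 ± 0.29, with -0.31 at another probe set) and RT1-Db1 (-1.32 ± 0.38) fell, the 2 called over all genes, and with Cd74, RT1-Da and RT1-DMb they made 5 adjusted over the list alone. The Interferon-stimulated list had a median of -0.86 over 26 genes (adjusted p = 0.0469, est-cor adjusted p = 0.676). Mx1 (-1.69 ± 0.45) and Stat2 (-1.11 ± 0.28) fell, and with Parp14 they made 3 over all genes, against 8 adjusted over the list alone. The Ribosomal list (median -0.57 [-0.09, -0.98] over 35 genes, adjusted p = 0.00063), the RNA splicing list (median -0.72 [-0.23, -1.15] over 47 genes, 0.0011) and the Mitochondrial respiratory chain list (median -0.46 [-0.14, -0.75] over 47 genes, 0.0231) were lower, each with est-cor adjusted p = 0.676. Adjusted over the list alone, 0, 0 and 5 of their genes were lower (the 5 were Ndufs1, Sdha, Atp5f1c, Ndufb2 and Ndufa8), against 0, 1 (Srsf6) and 4 (the same but Ndufa8) over all genes. Ndufs1, of complex I (-1.85 ± 0.34), and Sdha (-1.19 ± 0.30) fell. So did the immediate early genes Egr1 (-2.45 ± 0.43, adjusted p = 0.0213) and Fos (-1.79 ± 0.50, adjusted p = 0.0461), the latter with 0.60 at a dimmer probe set. Other genes that fell were Ctso (-2.71 ± 0.59), Marchf1 (-2.71 ± 0.75, with -0.93 at another probe set), Cpox, of haem synthesis (-2.57 ± 0.41), Ly75 (-2.54 ± 0.55), Glce (-2.42 ± 0.40) and Pakap (-2.36 ± 0.45, with -0.07, 0.12 and 0.29 at 3 other probe sets). The MHC call was lost without CIA rep 2 (adjusted p = 0.0721) or MS rep 1 (0.357) and the Interferon call without CIA rep 2 (0.137) or MS rep 2 (0.177). Without MS rep 1 the Ribosomal (0.52), splicing (0.289) and Mitochondrial (0.357) calls were lost, the last also without CIA rep 2 (0.0523).

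Of the study's 7 literature lists 4 passed in MS at 34 days, as higher than other genes. The median of all genes was -0.16 (-0.05 after quantile normalization). Mec.E had a median of 0.29 over 36 genes (adjusted p = 0.000621), whGO 0.17 [0.08, 0.22] over 224 (adjusted p = 0.0011), rwGO 0.05 [0.06, 0.08] over 428 (adjusted p = 0.00438) and EMT 0.04 [0.002, 0.09] over 197 (adjusted p = 0.0109). They had est-cor adjusted p = 0.352, 0.258, 0.0567 and 0.103. Over all genes, 3 whGO members rose (Ninj1, Entpd1 and Rap2b) and 12 fell, against 4 (with Stxbp5) and 14 adjusted over the list alone. For rwGO 4 rose (the same 3 and Mbl2) and 17 fell over all genes, against 0 and 4 (Lcp1, Lbh, Smad1 and Bloc1s6) adjusted over the list alone. For EMT 8 rose and 5 fell over all genes, against 6 and 5 (Hdac2, Zeb2, Smad2, Apc and Ocln) adjusted over the list alone. For Mec.E 1 fell by both, the calcium channel gene Orai3. EMT.T2 (median 0.10 over 59, adjusted p = 0.0629), InflGO (-0.09 over 310, 0.0895) and Heal.E (-0.10 over 61, 0.17) did not pass. Of InflGO 2 rose (Cela1 and Mbl2) and 11 fell over all genes, against 0 and 3 (Parp4, Ciita and Smad1) adjusted over the list alone. limma called 1439 probe sets (314 higher and 1125 lower, 1112 of them with 1 symbol), and 2866 passed the study's thresholds (1080 higher and 1786 lower). The latter number was 496 (102 and 394) without MS rep 1, 6983 (2237 and 4746) without MS rep 2, 868 (387 and 481) without the 4 arrays and 2514 (1252 and 1262) after quantile normalization. Groups did not overlap for 63.7% of probe sets. The count, and with it each gene call named for this comparison, was 0 without CIA rep 1, CIA rep 2 or MS rep 1, and 9955 without MS rep 2. It was 0 with only these groups fitted or with array weights, and 150 without the 4 arrays. The EMT call was lost without MS rep 1 (adjusted p = 0.122). The EMT median was 0.07 without CIA rep 1 and that of rwGO 0.02 without CIA rep 2.

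MTX at 34 days was set against CIA baseline, with the same mix. Cytotoxic cell genes were lower, with a median of -0.97 over 20 genes (adjusted p = 8.03e-07, est-cor adjusted p = 0.612). Eomes (-2.12 ± 0.59) and Klrc2 (-1.65 ± 0.45) were the 2 lower adjusted over the list alone and 0 were over all genes, with Klre1 at -1.98 ± 0.66. The Inflammatory list was higher (median 0.62 [0.84, 0.38] over 26 genes, adjusted p = 6.09e-07, est-cor adjusted p = 0.579) with 0 genes called by either adjustment. Its adhesion molecule Icam1 differed by 1.37 ± 0.53 and Cxcl1 by 2.65 ± 1.03, and Il1b, a cytokine, by 1.59 ± 1.04. Cks2 (1.30 ± 0.25), Gadd45b (1.88 ± 0.47), Gigyf2 (-1.60 ± 0.33, with -0.62 to -0.12 at 5 other probe sets) and Glce (-1.95 ± 0.40) lay past the study's thresholds. The B cell (median -0.42 over 10 genes, adjusted p = 0.00151), T cell (-0.38 over 19, 0.0132) and Interferon (-0.39 over 26, 0.0226) lists were lower. The Platelet (0.40 [-0.13, 0.96] over 22, adjusted p = 0.000521) and Mec.E (0.13 [0.05, 0.22] over 36, 0.0373) lists were higher. B cell had est-cor adjusted p = 0.579, T cell 0.715 and the other 3 0.686. Only Pou2af1, of B cells (-1.13 ± 0.28), was lower adjusted over the list alone. limma called 0 probe sets, with 1211 at an unadjusted p under 0.05 and 171 past the study's thresholds (32 higher and 139 lower), or 312 (71 and 241) without MTX rep 2. Array weights called 1010, and 5 were called without the 4 arrays. The B cell call was lost without MTX rep 2 (adjusted p = 0.0695), as was the T cell call (0.0505). The Platelet call was lost without MTX rep 1 (0.936), the Interferon call without CIA rep 2 (0.26, median -0.23) or MTX rep 1 (0.307), and the Mec.E call without CIA rep 1 (0.109, 0.06) or MTX rep 1 (0.138).

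ANE and PLA, the control arms, were set against CIA baseline at 34 days. Inflammatory genes were higher in both. In ANE the Inflammatory list had a median of 0.69 over 26 genes (adjusted p = 3.65e-19, est-cor adjusted p = 0.0711). Cxcl1 (4.60 ± 1.03) and Cxcl10 (2.68 ± 0.72) were the 2 higher adjusted over the list alone and 0 over all genes. Cxcl2 differed by 2.32 ± 0.88, Ptgs2 (COX-2) by 2.18 ± 0.95, Il1b by 2.25 ± 1.04 and Tnf by 2.00 ± 0.75. In PLA the list had a median of 1.04 (adjusted p = 1.8e-22, est-cor adjusted p = 0.0555), with 11 higher adjusted over the list alone and 0 over all genes. There Cxcl1 differed by 4.58 ± 1.03, Il1b by 3.52 ± 1.04, Cxcl2 by 2.98 ± 0.88, Ptgs2 by 2.49 ± 0.95 and Icam1 by 2.17 ± 0.53. Cks2 (1.74 ± 0.25, adjusted p = 0.0621) and F3 (3.04 ± 0.75) also lay past the study's thresholds in PLA. In ANE the Neutrophil (median 0.85 [1.16, 0.53] over 14 genes, adjusted p = 1.95e-06), Mast cell and basophil (0.35 [0.09, 0.51] over 7, 0.00224), Platelet (0.34 [-0.03, 0.64] over 22, 0.000397), B cell (0.28 [0.53, -0.06] over 10, 0.0123), InflGO (0.06 [0.03, 0.09] over 310, 3.83e-05) and rwGO (0.06 [0.02, 0.08] over 428, 0.000222) lists were higher. The NK (-0.49 over 20, adjusted p = 0.00303) and T cell (-0.27 over 19, 0.0123) lists were lower. Of these only rwGO held (est-cor adjusted p = 0.00811, others 0.0711 to 0.678). In PLA the B cell (-0.45 over 10, adjusted p = 0.000246), Plasma cell (-0.66 over 6, 0.0203) and T cell (-0.29 over 19, 0.0325) lists were lower. The Neutrophil (0.79 [1.20, 0.44], adjusted p = 0.0325), Immediate early (0.07 [0.02, 0.08] over 28, 0.0181), InflGO (0.09 [0.06, 0.12], 9.08e-05) and rwGO (0.05 [0.01, 0.08], 0.00581) lists were higher. Among these rwGO held (est-cor adjusted p = 0.0447, others 0.0555 to 0.782). Adjusted over the list alone, Pou2af1 (-1.10 ± 0.28), Jchain (-1.22 ± 0.30) and Mzb1 (-0.85 ± 0.30) were lower and Gadd45b, Ier3, Maff and Fosl1 higher in PLA, and 0 over all genes.

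limma called 0 probe sets in both control arms at 34 days. In ANE 306 lay at an unadjusted p under 0.05 and 56 past the study's thresholds (38 higher and 18 lower), and in PLA 1003 and 127 (68 higher and 59 lower). Those past the study's thresholds in ANE were 135 (120 and 15) without CIA rep 1, 32 (18 and 14) without CIA rep 2, 112 (42 and 70) without ANE rep 2, 94 with only these groups fitted and 98 with array weights. In PLA the balance turned without CIA rep 2 (59 higher and 95 lower), PLA rep 1 (50 and 55) or PLA rep 2 (84 and 106). Only the groups compared gave 8 calls in ANE and 130 in PLA. Array weights gave 1723 in PLA and 0 in ANE, and leaving out the 4 arrays 68 and 0. ANE had 1 call without ANE rep 2. Without ANE rep 1 the Platelet (adjusted p = 0.591), Mast cell (0.176) and T cell (0.139) calls of ANE were lost, without ANE rep 2 the NK (0.138) and B cell (0.896) calls, and without CIA rep 2 the T cell call (0.0501, median -0.18). There the B cell median of ANE was 0.17 and that of Platelet 0.21. In PLA the Plasma cell call was lost without CIA rep 1 (0.1), the T cell call without CIA rep 2 (0.0998, median -0.17, and 0.15 for Immediate early) or PLA rep 1 (0.0664), the Immediate early (0.136) and rwGO (0.0647) calls without PLA rep 1, and the Neutrophil call without CIA rep 1 (0.0756) or PLA rep 2 (0.187).

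**Figure D3:**
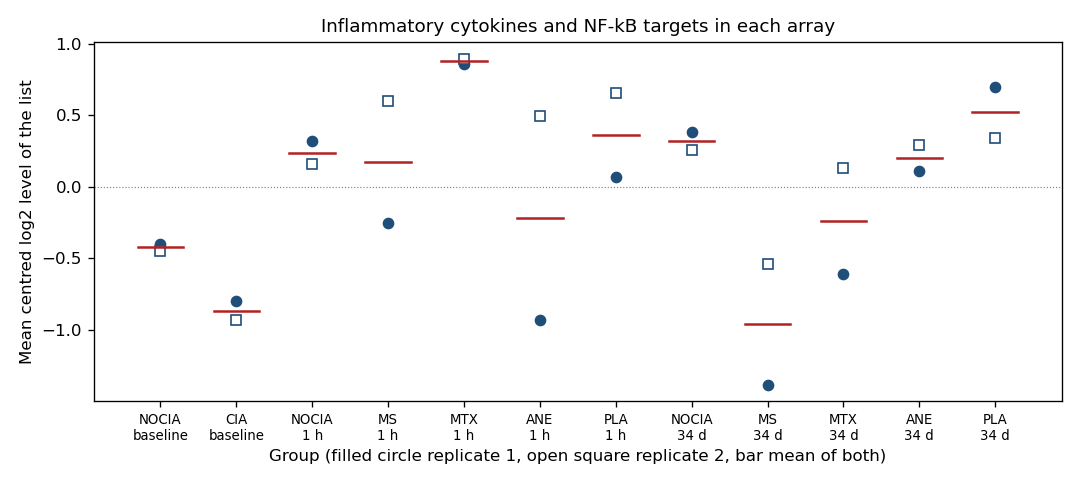
Mean centred log2 level of the 26 inflammatory cytokines and NF-kB targets (vertical axis) in each array of the 12 groups (horizontal axis). Filled circles are rep 1, open squares rep 2, bars the mean. The MTX 1-hour arrays lie at 0.86 and 0.90 and the CIA baseline arrays at -0.80 and -0.93.

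Transcripts of the study's serum markers S100a8 and S100a9 (myeloid), Ada and Adora2a (adenosine handling) were not called in any arm at 34 days. ADORA3, which it found lower after MS, is not reported here. S100a8 differed by -0.44 in MS, 0.41 in MTX, 1.02 in ANE and 0.81 in PLA (SE 0.96), and S100a9 by -0.42, 0.48, 0.82 and 1.02 in that order (SE 0.84). Ada differed by -0.81, -0.17, -0.40 and -0.03 (SE 0.39), and Adora2a by -0.17, 0.29, -0.29 and 0.50 (SE 0.36). The sign of Adora2a in MS turned without MS rep 1 (0.41) and that of Ada in PLA without CIA (0.04) or PLA (0.02) rep 2, and both after quantile normalization (0.14 and 0.07).

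The early response was read 1 hour after therapy against CIA baseline. In MTX inflammatory genes were higher with a median of 1.20 over 26 genes (adjusted p = 3.29e-50, est-cor adjusted p = 0.00569). Tnf rose by 4.99 ± 0.75 (adjusted p = 0.0447, with 0.67 at a dimmer probe set), Il1a by 1.58 ± 0.19 (adjusted p = 0.0103) and Sdc4, a cell surface proteoglycan, by 2.57 ± 0.37 (adjusted p = 0.0361). Of the list 12 were higher adjusted over the list alone and 2, Tnf and Il1a, over all genes. Cxcl1 differed by 6.20 ± 1.03, Ccrl2 by 4.31 ± 0.87, Il1b by 3.27 ± 1.04, Ptgs2 by 3.22 ± 0.95 and Cxcl2 by 3.19 ± 0.88. In MS Cks2, a cell cycle regulator, rose by 1.91 ± 0.25 (adjusted p = 0.0189) and Il1a by 1.34 ± 0.19 (adjusted p = 0.0415), with Tnf at 3.86 ± 0.75 and Ccrl2 at 3.36 ± 0.87. The Inflammatory list had a median of 0.85 in MS (adjusted p = 9.79e-10, est-cor adjusted p = 0.307). Adjusted over the list alone 5 were higher (Tnf, Cxcl1, Ccrl2, Il1a and Nfkb2), and Il1a over all genes. In PLA it had a median of 0.82 (adjusted p = 1.17e-12, est-cor adjusted p = 0.112), with 9 higher adjusted over the list alone and 0 over all genes, and Cxcl1 at 5.82 ± 1.03, Sdc4 at 2.14 ± 0.37 and Cks2 at 1.71 ± 0.25. Monocyte genes were lower in MS at 1 hour (median -1.07 over 23 genes, adjusted p = 2.95e-05, est-cor adjusted p = 0.65). Tgfbi, Csf1r (-1.09 ± 0.33) and Ms4a7 (-0.95 ± 0.27) were the 3 lower adjusted over the list alone, and 0 were over all genes. The macrophage genes Thbd (-3.46 ± 0.73), Tmem176b (-2.65 ± 0.50) and Nr1h3 (-1.92 ± 0.33) lay past the study's thresholds. limma called 2 probe sets in MS, 3 in MTX and 0 in PLA, and 1718, 257 and 1425 lay at an unadjusted p under 0.05. The study's thresholds passed 412 (127 higher and 285 lower), 84 (78 and 6) and 284 (147 and 137). In MS this was 162 (122 higher and 40 lower) without MS rep 1, 4015 (1383 and 2632) without MS rep 2, 214 (43 and 171) without CIA rep 2, 254 (157 and 97) without the 4 arrays and 221 (47 and 174) with array weights. In PLA more were lower without PLA rep 1 or CIA rep 2, and more higher without PLA rep 2 or CIA rep 1. The PLA number was 493 (319 and 174) with only these groups fitted and 429 (264 and 165) with array weights. Groups did not overlap for 32.4%, 40.2% and 52.0% of probe sets. Both MS calls were lost without CIA rep 1 or CIA rep 2 (adjusted p from 0.312 to 0.817), and 3896 were called without MS rep 2. The MTX calls were all lost without any 1 of the 4 arrays (adjusted p from 0.193 to 0.778). PLA had 3 calls without PLA rep 1. With only the groups compared the counts in MS, MTX and PLA were 0, 47 and 36, with array weights 0, 117 and 9, and without the 4 arrays 22, 38 and 7.

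Cell type lists also moved in these arms at 1 hour. The Platelet list had a median of 0.92 [0.20, 1.69] in MS (adjusted p = 1.25e-09), 0.23 [-0.08, 0.66] in MTX (adjusted p = 0.00187) and 0.89 [1.60, 0.20] in PLA (adjusted p = 1.43e-08), with est-cor adjusted p = 0.633, 0.84 and 0.395. Of its genes 0, 0 and 1 were higher adjusted over the list alone, the 1 being Selp, P-selectin (2.24 ± 0.43). In MS the Neutrophil list was higher (0.55 [0.36, 0.73] over 14 genes, adjusted p = 0.0243) and the T cell list lower (-0.65 [0.02, -1.36] over 19, 0.000938), both with est-cor adjusted p = 0.682. In MTX the Neutrophil (0.84, adjusted p = 1.14e-06), NK (0.19 over 20, 0.00521), Interferon (0.13 [0.39, -0.10] over 26, 0.0313) and InflGO (0.04 over 310, 0.000268) lists were higher. They had est-cor adjusted p = 0.322, 0.84, 0.84 and 0.131. Of InflGO 7 members were higher adjusted over the list alone and 2, Tnf and Il1a, over all genes. Antiviral Oasl (1.81 ± 0.56) and Isg15 (1.44 ± 0.61) were not called. In PLA the Erythroid (0.80 over 17, adjusted p = 0.00267), Immediate early (0.13 [-0.004, 0.35] over 28, 0.00162), whGO (0.15 [0.24, 0.06] over 224, 5.05e-05), rwGO (0.13 [0.20, 0.06] over 428, 5.05e-05), EMT (0.07 [0.15, -0.01] over 197, 0.00409) and InflGO (0.14, 4e-05) lists were higher. The Plasma cell list was lower (-0.66 over 6, adjusted p = 0.00948), with Jchain at -1.67 ± 0.30 and Mzb1 at -1.12 ± 0.30. Of these rwGO (est-cor adjusted p = 0.00428), EMT and InflGO (both 0.0492) held, while whGO had 0.0728, Plasma cell 0.294 and the other 2 0.526. Adjusted over the list alone Jchain, Mzb1, Tnfrsf17 and Cpox were lower and Gadd45b (2.27 ± 0.47), Ier3 (2.37 ± 0.57) and Ier5 higher, and 0 over all genes. In the same way 3 whGO (Selp, Axl and Tgfb2), 4 rwGO (the same and Ptgis), 2 EMT (Selp and Tgfb2) and 6 InflGO members were higher adjusted over the list alone, and 0 over all genes. Without MS rep 1 the Platelet (adjusted p = 0.234), T cell (0.657) and Neutrophil (0.234) calls were lost, the last also without MS rep 2 (0.0809) or CIA rep 1 (0.0547). In MTX the Platelet call was lost without CIA rep 2 (0.0504) or MTX rep 1 (0.635), and the Interferon call without CIA rep 1 (0.6, median -0.03) or MTX rep 2 (0.731), with a median of 0.30 without CIA rep 2. In PLA the Plasma cell call was lost without CIA rep 1 (0.0528), the Erythroid call without CIA rep 2 (0.785, median -0.14) and the EMT call without PLA rep 2 (0.173). Without CIA rep 1 the Erythroid median was 1.59 and that of EMT 0.04.

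ANE at 1 hour was set against CIA baseline. Sult1b1, a sulfotransferase, rose by 4.19 ± 0.54 (adjusted p = 0.00371), Mmp9, a matrix protease of neutrophils, by 2.27 ± 0.28 (adjusted p = 0.00277), Pck1, of gluconeogenesis, by 2.01 ± 0.21 (adjusted p = 0.000736) and Osgin1 by 1.68 ± 0.17 (adjusted p = 0.000736). Fmo5, an oxygenase, rose 4.6-fold (adjusted p = 0.002). The Liver list had a median of 1.79 [0.82, 2.87] with all 15 genes above 0 (adjusted p = 7.16e-18, est-cor adjusted p = 0.0627), 13 higher adjusted over the list alone and 0 over all genes. Rup2 differed by 4.31 ± 0.84, Alb by 3.89 ± 1.13, Hpd by 3.89 ± 0.83 and Serpina1 by 3.43 ± 0.60. The Platelet (0.78 [0.25, 1.41] over 22, adjusted p = 1.32e-06), Dendritic cell (0.69 [0.28, 0.43] over 5, 0.0209), Neutrophil (0.48 [2.60, -1.17] over 14, 0.00513), Inflammatory (0.30 [1.25, -0.25] over 26, 0.000349), rwGO (0.10 over 428, 0.000872) and EMT.T2 (0.08 [0.18, -0.04] over 59, 0.0295) lists were higher and the T cell list lower (-0.67 [-0.84, -0.44] over 19, 0.000898). Of these rwGO held (est-cor adjusted p = 0.0194, others 0.129 to 0.627). Bcl11b, of T cells, differed by -1.52 ± 0.45, and Flt3 (0.97 ± 0.28), of dendritic cells, was higher adjusted over the list alone. The 1 Neutrophil and 1 EMT.T2 member called by both adjustments was Mmp9. The probe sets of RT1-Db1 did not move alike (-2.24 ± 0.47 and -0.39 ± 0.38). limma called 7 probe sets, 6 with 1 symbol, with 509 past the study's thresholds (172 higher and 337 lower) and 54.7% without overlap. Those past the study's thresholds were 690 (414 and 276) without ANE rep 1, 1644 (500 and 1144) without ANE rep 2 and 812 (464 and 348) without the 4 arrays. The count of calls was 2 without CIA rep 1, 4 without CIA rep 2, 157 without ANE rep 1 and 240 without ANE rep 2. It was 0 with only these groups fitted, 12 with array weights and 1051 without the 4 arrays. Without CIA rep 1 the calls of Sult1b1 (adjusted p = 0.0793), Mmp9 (0.108) and Fmo5 (0.0793) were lost, and that of Sult1b1 also without CIA rep 2 (0.0943). Without ANE rep 1 the Platelet (0.129) and Dendritic cell (0.11) calls were lost, and without ANE rep 2 the T cell (0.303), Neutrophil (0.128), Inflammatory (0.912), rwGO (0.0877) and EMT.T2 (0.346) calls.

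**Figure D4:**
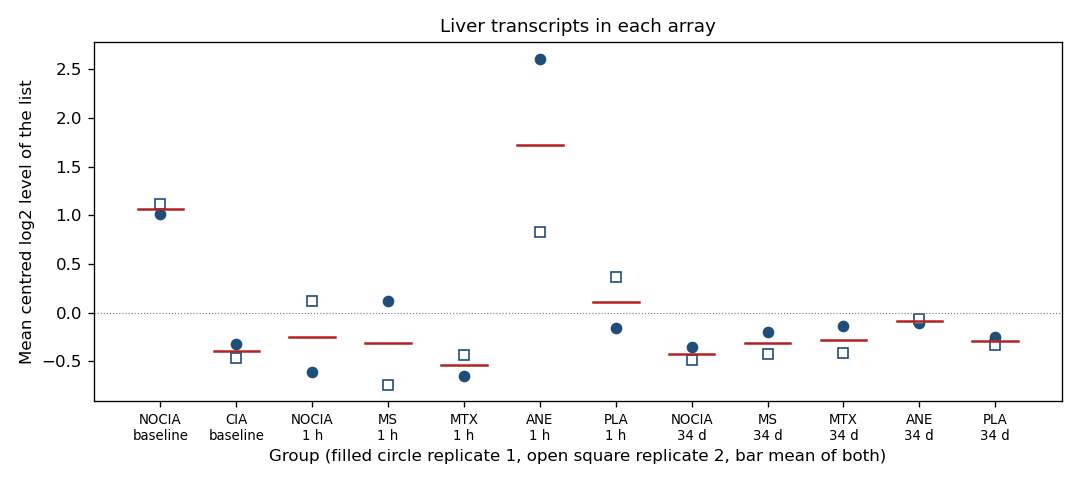
Mean centred log2 level of the 15 Liver genes (vertical axis) in each array of the 12 groups (horizontal axis). Filled circles are rep 1, open squares rep 2, bars the mean. The ANE 1-hour arrays lie at 2.61 and 0.83 and the NOCIA baseline arrays at 1.01 and 1.12.

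MS was set against MTX at 34 days. Platelet genes were higher in MS by a median of 0.89 [0.53, 1.33] over 22 genes (adjusted p = 4.71e-08, est-cor adjusted p = 0.537), with Mmrn1 at 1.90 ± 0.71 and the ADP receptor P2ry12 at 1.89 ± 0.84, and 0 genes called by either adjustment. Antigen presentation was lower, with a median of -1.10 [-0.25, -1.97] over the 8 MHC class II genes (adjusted p = 0.00153, est-cor adjusted p = 0.537). There RT1-Da (-1.21 ± 0.38), Cd74 (-1.12 ± 0.39), Ciita (-1.08 ± 0.29) and RT1-Db1 were the 4 lower adjusted over the list alone, and 0 over all genes. Pcca, a mitochondrial carboxylase (1.92 ± 0.28, adjusted p = 0.0935), Serpini1 (2.35 ± 0.51), Gypc (2.06 ± 0.46), Lamb1 (2.88 ± 0.75), Prss35 (3.17 ± 0.79), Kdr, a VEGF receptor (1.84 ± 0.50), Acad11 (1.72 ± 0.36) and Cnrip1 (1.93 ± 0.45) lay past the study's thresholds. So did Fcrla, of B cells (-1.46 ± 0.30), Fcmr (-1.36 ± 0.36), Mzb1 (-1.16 ± 0.30), Tgif1 (-1.32 ± 0.34), Parp1 (-1.01 ± 0.27) and Acat2 (-1.41 ± 0.36). The T cell (-0.77 [-0.12, -1.33] over 19, adjusted p = 0.00402), B cell (-0.71 [-0.26, -1.02] over 10, 0.0478), Plasma cell (-0.90 [-0.47, -1.27] over 6, 0.0324), Ribosomal (-0.52 [-0.05, -1.0] over 35, 1.91e-06), Inflammatory (-0.80 [-0.15, -1.10] over 26, 0.0478) and Heat shock and ER stress (-0.55 [-0.18, -0.93] over 18, 0.0478) lists were lower. The Purinergic (0.06 [0.13, 0.05] over 17, adjusted p = 0.0478), whGO (0.07 [0.07, 0.12] over 224, 0.00136) and Mec.E (0.15 [0.05, 0.31] over 36, 0.00136) lists were higher. None of these 9 held by est-cor adjusted p (0.23 to 0.688). Of the B cell genes 6 were lower and 1, Cr2, higher adjusted over the list alone, and of the Plasma cell genes Jchain, Mzb1 and Tnfrsf17 were lower, with 0 of either over all genes. Panx1 (1.35 ± 0.51), an ATP release channel, and P2ry1 (1.71 ± 0.67) led the Purinergic list. The median over all genes was -0.14. limma called 0 probe sets, with 2980 at an unadjusted p under 0.05 and 794 past the study's thresholds (560 higher and 234 lower). The latter number was 30 (11 and 19) without MS rep 1, 5517 (1882 and 3635) without MS rep 2, 1311 (914 and 397) without MTX rep 1, 189 (59 and 130) without MTX rep 2 and 68 (36 and 32) without the 4 arrays. It was 166 (87 and 79) with only these groups fitted and 398 (251 and 147) with array weights. Without MS rep 2 limma called 7177, and without MTX rep 1 it called 1. Without MS rep 1 the T cell (adjusted p = 0.54), Ribosomal (0.478), Inflammatory (0.104), Heat shock (0.0952), whGO (0.0905) and Mec.E (0.104) calls were lost. Without MS rep 2 the B cell (0.183), Plasma cell (0.141), Inflammatory (0.141), Purinergic (0.152) and Heat shock (0.141) calls were lost. Without MTX rep 1 the B cell (0.238), Plasma cell (0.0817) and Purinergic (0.0647, median -0.18) calls were lost, and without MTX rep 2 the Inflammatory (0.481, median -0.26) and Heat shock (0.0719) calls. The Platelet median was 1.56 and that of Inflammatory -1.29 without the former, and Platelet 0.40, Purinergic 0.41 and whGO 0.11 without the latter.

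MS and MTX were each set against PLA at 34 days. In MS inflammatory genes were lower than in PLA, with a median of -1.37 [-0.84, -1.88] over 26 genes (adjusted p = 5.3e-05, est-cor adjusted p = 0.612), 16 lower adjusted over the list alone and 0 over all genes. Ptgs2 differed by -3.53 ± 0.95, Cxcl2 by -2.81 ± 0.88, Cxcl10 by -2.77 ± 0.72 and Il10 by -2.04 ± 0.57. The Platelet list had a median of 1.51 (adjusted p = 1.82e-11, est-cor adjusted p = 0.612), 18 higher adjusted over the list alone and 0 over all genes, with P2rx1 at 2.29 ± 0.78, Mmrn1 at 2.23 ± 0.71 and Rgs18 at 1.52 ± 0.52. MHC class II genes (median -1.32 [-0.55, -2.12] over 8, adjusted p = 0.000648, est-cor adjusted p = 0.612) had 7 lower adjusted over the list alone and 0 over all genes, among them Ciita (-1.25 ± 0.29) and Cd74 (-1.23 ± 0.39). The Immediate early list had a median of -0.90 [-0.50, -1.45] over 28 genes (adjusted p = 5.3e-05, est-cor adjusted p = 0.612). Egr1 (-1.70 ± 0.43), Fosb (-2.02 ± 0.56) and Maff (-1.35 ± 0.34) were the 3 lower adjusted over the list alone. The Monocyte (-1.20 [-0.39, -1.98] over 23, adjusted p = 0.00941) and NK (-1.21 over 20, 0.00295) lists were lower and whGO higher (0.04 [0.02, 0.05] over 224, 0.00867), with est-cor adjusted p = 0.62, 0.62 and 0.612. In MTX against PLA the NK list was lower (median -0.91 [-0.60, -1.15] with all 20 genes below 0, adjusted p = 2.42e-14), as were the Inflammatory (-0.66 [-0.27, -1.11], adjusted p = 2.9e-09), Immediate early (-0.35 [-0.16, -0.55], 2.04e-06) and Monocyte (-0.41 [-0.04, -0.85], 0.00126) lists, and the Platelet list was higher (0.37 [-0.11, 1.04], 1.01e-05). They had est-cor adjusted p = 0.364, 0.364, 0.62, 0.731 and 0.68, and 0 members were called by either adjustment. Gzmb, a granzyme, differed by -1.51 ± 0.75, Eomes by -1.26 ± 0.59, F3 by -2.19 ± 0.75 and Cxcl2 by -2.02 ± 0.88. limma called 0 probe sets in both comparisons, with 4795 and 153 at an unadjusted p under 0.05, and 1730 (1101 higher and 629 lower) and 33 (9 and 24) past the study's thresholds. For MS the latter was 57 (26 and 31) without MS rep 1, 5965 (2056 and 3909) without MS rep 2, 1150 (644 and 506) without PLA rep 2, 412 (336 and 76) without the 4 arrays and 1113 (735 and 378) with only these groups fitted. For MTX it was 19 (12 and 7) without MTX rep 1, 119 (38 and 81) without MTX rep 2, 31 (19 and 12) without PLA rep 1, 60 with only these groups fitted and 77 with array weights or without the 4 arrays. The median of all genes in MS against PLA was -0.15. Without MS rep 2, MS against PLA gave 8114 calls and lost the NK call (adjusted p = 0.0876), and without MS rep 1 it lost whGO (0.362). The whGO median was 0.06 without PLA rep 2. Without MTX rep 1, MTX against PLA gave 1 call and lost the Monocyte (0.682) and Platelet (0.198) calls, the last also without PLA rep 2 (0.0668, median 0.19). Its Immediate early median was -0.22 without PLA rep 1.

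NOCIA rats were followed as the background, and at 34 days they differed from their baseline. Genes that rose were the matricellular Ccn2 (3.93 ± 0.66, adjusted p = 0.00167), the nuclear receptor Nr4a3 (3.85 ± 0.50, adjusted p = 0.000352), Traf6 (3.67 ± 0.43), Cks2 (3.14 ± 0.24, adjusted p = 7.67e-06) and Rictor (3.08 ± 0.39). Other probe sets differed by 0.08 and 1.98 for Nr4a3 and by 0.92 for the brighter of Rictor. Genes that fell were Rup2 (-5.11 ± 0.86), Sik1 (-3.63 ± 0.20, adjusted p = 1.02e-07, with -0.48 at its brighter probe set), Glce (-3.28 ± 0.40), Apoc1 (-3.16 ± 0.64) and Alb (-5.19 ± 1.13, adjusted p = 0.00762). Cks2 lay at 8.06 and 8.09 at baseline, below the other 22 arrays (8.82 to 11.55). In the Liver list (median -1.47 over 15 genes, adjusted p = 0.00131, est-cor adjusted p = 0.974) 1 gene rose, Ass1, and 4 fell over all genes (Alb, Rup2, Apoc3 and Hpd), against 1 and 10 adjusted over the list alone. B cell genes fell (median -1.31 over 10, adjusted p = 0.000331, est-cor adjusted p = 0.737), 7 by both adjustments, among them Pou2af1 (-2.62 ± 0.28), Ms4a1 (-2.15 ± 0.41) and Cr2 (-2.05 ± 0.33). NK genes fell (median -1.14 over 20, adjusted p = 0.000331, est-cor adjusted p = 0.974), 9 adjusted over the list alone and 4 over all genes (Prf1, Il2rb, Ncr1 and Klrc2). Inflammatory genes rose (median 0.78 over 26, adjusted p = 0.000332, est-cor adjusted p = 0.974), 9 adjusted over the list alone and 6 over all genes, among them Relb (1.22 ± 0.21, adjusted p = 0.00214). Clock genes rose (median 0.85 over 14, adjusted p = 0.000624, est-cor adjusted p = 0.737), 7 higher and 1 lower by both adjustments, with Per2 at 1.04 ± 0.17 (adjusted p = 0.00161) and the 1 lower being Bhlhe41. The T cell (-0.48 over 19, adjusted p = 0.032) and Cell cycle (-0.58 over 28, 0.00412) lists were lower and the Glucocorticoid-response list higher (0.54 over 15, 0.0192), each with est-cor adjusted p = 0.974. Adjusted over the list alone they had 2 (Bcl11b and Cd8b), 3 (Ccnb2 at -1.61 ± 0.32, Mki67 and Ccnb1) and 5 members (Klf9, Per1, Sgk1, Il1r2 and Mt1), and 2, 3 and 3 (Klf9, Per1 and Mt1) over all genes. Egr1 fell by 2.33 ± 0.43 (adjusted p = 0.00306).

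limma called 2478 probe sets between these NOCIA groups (1306 higher and 1172 lower), with 2051 past the study's thresholds (1148 higher and 903 lower, or 834 and 870 without 34-day rep 1) and 65.9% without overlap. The count of calls was 928 without baseline rep 1, 806 without baseline rep 2, 638 without 34-day rep 1 and 1258 without 34-day rep 2. It was 6995 with only these groups fitted, 7109 with array weights and 6298 without the 4 arrays. The T cell list call was lost without 34-day rep 2. The calls of Alb, Apoc3, Ass1, Hpd, Ncr1, Bcl11b, Cd8b, Klrc2, Prf1, Per1, Klf9, Ccnb1 and Icam1 were lost without any 1 of the baseline and 34-day arrays. Those of Il2rb, Mki67 and Per3 were lost without baseline rep 2 or 34-day rep 1. Those of Nfkb2 and the clock gene Cry2 were lost without either rep 1, and those of Nr1d2 and Bcl3 without 34-day rep 1. The Bhlhe41 call was lost without baseline rep 1 or 2 or 34-day rep 1, and that of Mt1 without baseline rep 1 or 34-day rep 1 or 2. The other genes given with a value in the paragraph before this held with each array left out. At 1 hour NOCIA also differed from its baseline at Sik1, which fell by 3.42 ± 0.20 (adjusted p = 2.45e-07, with -0.22 at its brighter probe set) and was the 1 call of limma. There Rup2 differed by -3.99 ± 0.86, Alb by -3.34 ± 1.13, Apoc1 by -2.76 ± 0.64, the interferon gene Mx2 by 4.61 ± 1.15 (0.19 at its brighter probe set), Tnf by 2.37 ± 0.75 and Cks2 by 1.66 ± 0.24. The Liver (-1.25 over 15, adjusted p = 1.07e-12) and B cell (-0.57 over 10, 8.55e-07) lists were lower, both with est-cor adjusted p = 0.178, and 6 Liver genes were lower adjusted over the list alone and 0 over all genes. The Inflammatory (0.59 over 26, adjusted p = 5.17e-07), Neutrophil (0.73 [1.02, 0.19] over 14, 0.00749), Glucocorticoid-response (0.41 [0.37, 0.09] over 15, 0.00545) and Circadian clock (0.23 over 14, 0.00333) lists were higher, with est-cor adjusted p between 0.533 and 0.843. In all 739 probe sets lay at an unadjusted p under 0.05 and 145 passed the study's thresholds (81 higher and 64 lower), or 447 (240 and 207) without 1-hour rep 1. There were 3 calls without baseline rep 1, 47 with only these groups fitted, 7 with array weights and 125 without the 4 arrays. Without 1-hour rep 2 the Neutrophil (adjusted p = 0.808), Glucocorticoid-response (0.16) and clock (0.114) calls were lost, and the Glucocorticoid-response call also without baseline rep 1 (0.065, median 0.26).

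The study's literature lists also passed in other comparisons. Against CIA baseline whGO was higher in ANE (median 0.06 [0.001, 0.10] over 224 genes, adjusted p = 0.000397) and PLA (0.03 [-0.01, 0.06], 0.0438) at 34 days and in MS (0.10 [-0.04, 0.31], 0.00346) and ANE (0.12, 0.00146) at 1 hour. Mec.E was higher in ANE (0.17 [0.08, 0.18] over 36, adjusted p = 0.000305) and PLA (0.10, 0.0222) at 34 days, in MS (0.10 [-0.04, 0.34], 0.00923), ANE (0.24 [0.15, 0.29], 0.000898) and PLA (0.19 [0.30, 0.07], 0.00267) at 1 hour, and in MS against PLA at 34 days (0.13 [0.07, 0.30], 0.00387). EMT was higher in ANE at 34 days (0.04 [0.02, 0.03] over 197, adjusted p = 0.0186) and in MS (0.05 [-0.02, 0.12], 0.0393) and ANE (0.07, 0.0119) at 1 hour. InflGO was higher in MS (0.03 [-0.008, -0.008] over 310, adjusted p = 0.0305) and ANE (0.10 [0.19, 0.004], 0.000443) at 1 hour and lower in MTX against PLA (-0.08 [-0.04, -0.13], 0.00613). At 1 hour rwGO was higher in MS (0.08 [-0.008, 0.15] over 428, adjusted p = 0.00478) and EMT.T2 in PLA (0.15 [0.20, 0.08] over 59, 0.00694). In MS against MTX rwGO and EMT passed as higher than other genes (both adjusted p = 0.0144) with medians of -0.007 [0.02, -0.04] and -0.002 [0.002, 0.008]. None of these held by est-cor adjusted p (0.0653 to 0.65). Members called over all genes were Il1a in MS at 1 hour (whGO, rwGO and InflGO) and Mmp9 in ANE at 1 hour (EMT). Adjusted over the list alone these stayed, and Tnf was higher (rwGO and InflGO) and Thbd (whGO and rwGO) and Nr1h3 (rwGO and InflGO) lower in MS, Serpina1 higher in ANE (InflGO) and Tgfb2 in PLA (EMT.T2). Without MS 1-hour rep 1 the whGO (adjusted p = 0.555), Mec.E (0.35), EMT (0.501), InflGO (0.501) and rwGO (0.896) calls of MS were lost, the first 3 with direction turned, EMT (0.104, median 0.01) and InflGO (0.0545) also without CIA rep 1. Without CIA rep 2 EMT in MS had 0.08 and rwGO 0.05, and EMT.T2 in PLA 0.23 (0.09 without CIA rep 1). Without ANE 1-hour rep 2 the whGO (0.0952), EMT (0.119) and InflGO (0.31) calls were lost, and without PLA 1-hour rep 2 Mec.E (0.486) and EMT.T2 (0.145). In ANE at 34 days EMT was lost without CIA rep 1 (0.117) or ANE rep 1 (0.054) or 2 (0.0566). In PLA at 34 days whGO was lost without CIA rep 2 (0.107, median -0.004) or PLA rep 1 (0.255), with a median of 0.05 without CIA rep 1, and Mec.E without CIA rep 1 (0.0756) or PLA rep 1 (0.0515). InflGO in MTX against PLA was lost without MTX rep 1 (0.0526) or PLA rep 1 (0.177). Without MS 34-day rep 1 the rwGO (0.204) and EMT (0.478) calls against MTX and the Mec.E call against PLA (0.229) were lost. Without MTX reps 1 and 2 rwGO against MTX had -0.05 and 0.007 and EMT -0.07 and 0.07.

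RNA splicing, respiratory chain and ribosomal genes were lower elsewhere too. Splicing was lower in ANE at 34 days (-0.26 [-0.12, -0.36] over 47, adjusted p = 0.000305), in MS (-0.40 [0.19, -1.02], 0.000938), ANE (-0.42, 0.000129) and PLA (-0.33 [-0.51, -0.12], 0.00199) at 1 hour, and in MS against MTX (-0.61 [-0.12, -1.07], 6.64e-05) and PLA (-0.52 [-0.08, -0.96], 0.00421). The Mitochondrial list was lower in ANE at 34 days (-0.11 [-0.18, -0.05] over 47, adjusted p = 0.0253), in MS (-0.22 [0.01, -0.46], 0.0424) and PLA (-0.24 [-0.33, -0.13], 0.00963) at 1 hour, in MS against MTX (-0.33 [-0.02, -0.63], 0.0324) and PLA (-0.50 [-0.16, -0.81], 0.00125) and in MTX against PLA (-0.13 [-0.05, -0.22], 0.00123). The Ribosomal list was lower at 1 hour in MS (-0.33 [0.03, -0.65] over 35, adjusted p = 0.00346), ANE (-0.21 [-0.13, -0.28], 0.03) and PLA (-0.25 [-0.45, -0.07], 0.00267) and in MS against PLA (-0.55 [-0.09, -1.0], 1.1e-05). Cell cycle genes were higher at 1 hour in MS (0.21 over 28, adjusted p = 0.00434), MTX (0.14 [0.38, -0.08], 0.0313), ANE (0.24 [-0.20, 0.65], 0.00999) and PLA (0.06 [0.28, 0.04], 0.0371). Each call was lost without the shared CIA rep 2. In PLA at 1 hour the Neutrophil (0.85 over 14, adjusted p = 0.00123) and Liver (0.46 over 15, 0.00424) lists were higher and the T cell (-0.60 over 19, 0.00108), NK (-0.51 over 20, 0.0329) and B cell (-0.30 [-0.59, -0.23] over 10, 0.0332) lists lower. Other lists that passed were B cell in MTX at 1 hour (0.16 [0.22, 0.10], adjusted p = 0.0143), Liver (0.30, 0.00793) and Erythroid (0.39 [-0.05, 0.84] over 17, 0.0212) in ANE and Circadian clock in PLA (0.18 over 14, 0.0255) at 34 days. Immediate early genes were lower in MS against MTX (-0.61 [-0.06, -1.22] over 28, adjusted p = 0.0188), T cell genes in MS against PLA (-0.89 [-0.17, -1.45], 0.00295) and Interferon genes in MS (-0.80 [-0.42, -0.89] over 26, 0.0327) and MTX (-0.30 [-0.05, -0.39], 0.00353) against PLA, where mast cell genes were higher in MTX (0.41 [0.62, -0.07] over 7, 0.00586). None of these held by est-cor adjusted p (0.364 to 0.84), and 0 members were called by either adjustment. Only the Neutrophil and T cell calls of PLA at 1 hour, Liver in ANE at 34 days and Mitochondrial in MS against PLA held without each single array. Quantile normalization or no filter ended the Liver call in ANE. Without MS 1-hour rep 1 splicing passed as higher in MS (adjusted p = 0.00821), and without CIA rep 2 Erythroid passed as lower in ANE at 34 days (0.0292, median -0.36, and 1.53 without CIA rep 1). Without CIA rep 2 splicing in ANE at 34 days had -0.17, clock in PLA 0.09 and Cell cycle 0.12 in MS and 0.009 in PLA. Without CIA rep 1 the last had 0.15 in PLA and 0.21 in MTX. Mitochondrial against MTX had -0.17 without MTX rep 2, and mast cell genes 0.22 and 0.27 without PLA reps 1 and 2.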

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

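The 4 counts that open this part come from planned tests. Among the tests of explanations, those of matched lists, of the within-placebo difference, of the spread between leukocyte lists, of the Liver level at 34 days and of quantile normalization were chosen only after the result was seen. The tests of wound healing genes outside the Platelet list, of the Liver profile and of the clock were written down before, but how the clock test is read was decided after its result was seen.

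Expression at 1 of the Sik1 probe sets changed differently in each arm than in healthy rats, which drew attention because the 34-day change was tested for a difference between arthritic and healthy animals. The difference between the change in an arm and that in NOCIA was 3.73 ± 0.28 (SE) in MS, 3.61 in MTX, 3.61 in ANE and 3.46 in PLA, and was called with each array left out. At the brighter Sik1 probe set the same differences were -0.61, 0.15, 0.49 and 0.31, so the call covers 1 probe set and not the gene as a whole. The call rests on the NOCIA baseline arrays shared by all 4 tests. limma called 7 probe sets in MS (1 higher and 6 lower, with Mid2 at -1.44 ± 0.19, Dctn6 at -2.19 ± 0.33 and Mtf1 at -2.30 ± 0.37 and 3 unnamed). It called 5 in MTX (Sik1, Mid2 at -1.82, Dctn6 at -2.28, Grhl1 at -1.94 and 1 unnamed), 592 in ANE (180 higher and 412 lower) and 2 in PLA (Sik1 and Mid2 at -1.70). In ANE Cxcl1 (6.28 ± 1.45), Alb (6.25 ± 1.60) and Rup2 (5.81 ± 1.22) were higher and Nr4a3 (-3.83 ± 0.70, with -0.20 at another probe set), Traf6 (-3.76 ± 0.61) and Rictor (-3.43 ± 0.55) lower, relative to NOCIA. The calls of Cxcl1, Alb and Rup2 were lost without any 1 of the 8 arrays (adjusted p from 0.0692 to 0.161) and those of Nr4a3, Traf6 and Rictor without at least 3 of them (0.05 to 0.0972). Mid2 in MS was lost without any 1 of 4 arrays (0.0623 to 0.092), and Dctn6 and Mtf1 in MS (0.0961 to 0.288) and Dctn6 and Grhl1 in MTX (0.11 to 0.347) without at least 6. With 1 array left out the counts ran from 1 to 6095 in MS, the latter without MS replicate 2, from 23 to 268 in ANE and from 2 to 4 in MTX and in PLA.

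Platelet transcripts were higher and leukocyte transcripts lower in MS at 34 days. Compression of the signal is argued against as the whole cause, since the Platelet median lay at percentile 100 of 10000 lists matched on level and 4 of 4 leukocyte medians lay below percentile 2.5 of theirs, but a part is not excluded, as change correlated with level at -0.19 and lists matched to B cell also lay below 0 (-0.84 to -0.06). An axis that also parts arrays within a group, such as platelet carry-over in the cell preparation, may account for the platelet part: over 22 Platelet genes the change correlated at 0.88 with the difference between the PLA 1-hour arrays, which share no array with it and differed by a median of 1.23 (across all 11057 genes 0.7, and genes are not independent replicates). A wound healing response beyond platelet genes stays open too. The whGO genes outside the Platelet list lay at percentile 99.9 or above in both MS arrays. They lay at 100 in the within-placebo difference too, so this is not specific to MS. For the leukocyte lists such an axis stays open. The MS 1-hour arrays parted in T cell (-1.36 and 0.02 from CIA), NK (-0.94 and 0.31) and Monocyte genes (-1.54 and -0.80). B cell did not fall (0.23 and 0.03). In the within-placebo difference only B cell lay below (-0.57) and NK above (0.10) matched lists. Equal dilution in MS at 34 days stays open too, as the list medians spread by 0.27 in rep 1 and 0.66 in rep 2.

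Liver transcripts were higher in NOCIA baseline than in CIA baseline. A lasting trait of healthy rats is argued against, because the Liver level of NOCIA at 34 days minus CIA baseline was -0.02, and 0.15 for NOCIA at 1 hour. Liver RNA of a single profile in the sample may be the source: over 15 genes the NOCIA baseline minus 34-day difference correlated with the ANE 1-hour minus CIA difference at 0.81 (one-sided permutation p = 1e-04, the smallest that 10000 permutations can give). These pairs share no array, but genes are not independent replicates. How such RNA entered the blood preparation was not tested.

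NOCIA at 34 days differed from NOCIA baseline at many probe sets. Scale left by the authors' normalization is argued against as the cause, since quantile normalization between arrays raised the count of calls to 3068. A shift of the clock between draws may contribute: the median of Bmal1 and Clock minus that of 8 genes of opposite phase was -0.98, with 0.95 for the latter. As the first median (-0.04) covers 2 genes that go both ways, this test cannot tell such a shift from other causes. Age and 34 days of housing are biological explanations that stay untested.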

How the results depend on the processing

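The 4 arrays that stood apart were MS 34-day rep 1, MS 1-hour rep 1, ANE 1-hour rep 1 and PLA 1-hour rep 2. Only the alternative without them was chosen after the results were seen. Over the alternatives, 124 counts of calls stayed within 1.5 times the reported count and 108 moved further, over 18 counts. Values of 340 named gene results kept direction and side of the threshold in 3322 cases, gained a call in 276, lost it in 534 and changed sign in 6. The 165 list results kept theirs in 1560, lost the call in 557 and changed direction in 28. Of 123 named gene calls, 97 were lost with at least 1 array left out, 63 with only the groups compared, 57 with array weights and 40 without the 4 arrays. With an estimated correlation 7 of 165 list calls held, and 5 in fry. Of the 173 list medians given, 118 moved by over 1.5 times or turned with at least 1 array left out, 29 of them turning. The cause of these shifts was not tested.

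With only the groups compared the counts were 759 for CIA against NOCIA at baseline, 0 for MS at 34 days, 8 for ANE and 130 for PLA at 34 days. At 1 hour they were 0 for MS, 47 for MTX, 0 for ANE and 36 for PLA. They were 6995 for NOCIA at 34 days and 47 at 1 hour, and 1153, 4308 and 2993 for the differences of MTX, ANE and PLA from the NOCIA change. With array weights they were 1020 for CIA against NOCIA, 0, 1010 and 1723 for MS, MTX and PLA at 34 days, and 0, 117, 12 and 9 for MS, MTX, ANE and PLA at 1 hour. They were 7109 and 7 for NOCIA at 34 days and 1 hour, and 1846, 4841 and 3397 for the differences of MTX, ANE and PLA from the NOCIA change. Without the 4 arrays that stood apart they were 258 for CIA against NOCIA, 150, 5 and 68 for MS, MTX and PLA at 34 days, and 22, 38, 1051 and 7 for MS, MTX, ANE and PLA at 1 hour. They were 6298 and 125 for NOCIA at 34 days and 1 hour, and 648, 1170, 3793 and 1903 for the differences of MS, MTX, ANE and PLA. Of the 150 calls in MS, 125 were among the 1439.

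Quantile normalization gave 2 calls for CIA against NOCIA (1 higher and 1 lower, against 0 and 1), 1 for PLA at 34 days, 1 for MS and 1 for PLA at 1 hour, and 3 for NOCIA at 1 hour (2 higher and 1 lower, against 0 and 1). It gave 16, 1037 and 25 for the differences of MS, ANE and PLA from the NOCIA change, the last with 7 higher and 18 lower against 1 and 1. With no filter on dim probe sets there were 2 calls for CIA against NOCIA and 1 for MTX at 1 hour. The stricter filter gave 1 for MS, 0 for MTX and 3 for ANE at 1 hour, and 2 for NOCIA at 1 hour. The robust trend fit of limma gave 3 for the difference of MTX from the NOCIA change.

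The replicate block gave 1 call for MS and 1 for MTX at 1 hour and moved no other count by over 1.5 times. It ended the call of B cell and Heat shock in MS against MTX (both adjusted p = 0.053), of Mitochondrial in MS at 1 hour (0.0541) and of 8 named gene results, and added 3. Replicate numbers did not pair the arrays, since among 66 pairs of groups the correlation of the deviations ran from -0.76 to 0.80, with 25 over 0.1 and 22 under -0.1.

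With 1 array left out, its partner was assumed to vary like the other groups. Counts then ran from 1 to 2 for CIA against NOCIA, 0 to 9955 for MS, 0 to 0 for MTX and for PLA, and 0 to 1 for ANE at 34 days. At 1 hour they ran from 0 to 3896 for MS, 0 to 0 for MTX, 2 to 240 for ANE and 0 to 3 for PLA. They ran from 0 to 7177 for MS against MTX, 0 to 8114 for MS against PLA and 0 to 1 for MTX against PLA, from 638 to 1258 for NOCIA at 34 days and from 1 to 3 at 1 hour. For the differences from the NOCIA change they ran from 1 to 6095 for MS, 2 to 4 for MTX, 23 to 268 for ANE and 2 to 4 for PLA.

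Some lists changed direction with 1 array left out. Platelet in MTX at 34 days ran from adjusted p = 1.67e-10 to 0.936, the latter without MTX rep 1. Without that array Platelet in MTX against PLA also turned (0.198, lowest 2.8e-13), as did Platelet in MTX at 1 hour without MTX 1-hour rep 1 (0.635, lowest 2.21e-13). Interferon in MTX at 1 hour turned without MTX rep 2 (0.731, lowest 3.02e-06) and B cell in ANE at 34 days without ANE rep 2 (0.896, lowest 4.9e-09). Neutrophil in ANE at 1 hour turned without ANE rep 2 (0.128, lowest 1.56e-18) and Erythroid in PLA at 1 hour without CIA rep 2 (0.785, lowest 1.4e-09). Cell cycle in MTX at 1 hour turned without MTX rep 2 (0.558, lowest 3.88e-07) and in ANE without ANE rep 1 (0.228, lowest 6.23e-07). Erythroid in ANE at 34 days turned without CIA rep 2 (0.0292, range 5.93e-11 to 0.808) and Mast cell in MTX against PLA without MTX rep 2 (0.89, lowest 8.02e-14).

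Without MS 1-hour rep 1 these lists of MS turned, Ribosomal (0.677, lowest 0.000351), Mitochondrial (0.859, lowest 0.0168), Mec.E (0.35, lowest 0.000377), whGO (0.555, lowest 0.000273), EMT (0.501, lowest 0.00655) and splicing (0.00821, range 4.85e-08 to 0.0186). Without the 4 arrays they turned too (0.647, 0.848, 0.332, 0.545, 0.574 and 0.00228), as did Cell cycle in ANE at 1 hour (0.355) and Mitochondrial in MS against MTX (0.967). Without MS 34-day rep 1 the last turned (0.919, lowest 0.00921), as did splicing in MS against PLA (0.885, lowest 0.000714). In fry rwGO in MS against MTX turned (0.933), with 0.00956 to 0.204 over single arrays left out.

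Adora2a in MS at 34 days (-0.17, not called) was 0.135 after quantile normalization and 0.408 without the 4 arrays, and ran from -0.742 to 0.408 with 1 array left out. Ada in PLA at 34 days (-0.03, not called) was 0.073 after quantile normalization and ran from -0.103 to 0.037 with 1 array left out (0.02 without PLA rep 2).

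Quantile normalization ended the list calls of Inflammatory in CIA against NOCIA (adjusted p = 0.0556), of EMT, Liver and Mitochondrial in ANE (0.071 to 0.268), Mec.E in MTX (0.251), and Mec.E, whGO and Neutrophil in PLA (0.116 to 0.162) at 34 days. It ended EMT, InflGO, Mec.E and Neutrophil in MS (0.0549 to 0.123), EMT and EMT.T2 in ANE (0.0891 to 0.125) and B cell and Cell cycle in PLA (0.0844 to 0.0949) at 1 hour, and B cell and Purinergic in MS against MTX (0.0676 to 0.068). With no filter on dim probe sets Liver and Erythroid in ANE, Mec.E in MTX and clock and Neutrophil in PLA at 34 days were lost (0.0877 to 0.108). So were EMT, Mec.E and Neutrophil in MS (0.0573 to 0.0923), Cell cycle, Dendritic cell, EMT and EMT.T2 in ANE (0.0502 to 0.157) and Cell cycle in PLA (0.145) at 1 hour, rwGO (0.0639) and Purinergic (0.108) in MS against MTX and InflGO in MTX against PLA (0.146). The stricter filter ended Interferon, MHC and Mitochondrial in MS (0.0644 to 0.143), Mec.E in MTX (0.0607), Mitochondrial in ANE (0.108) and Cell cycle in NOCIA (0.0653) at 34 days, and Mitochondrial in MS (0.164), Ribosomal in ANE (0.157) and B cell in PLA (0.062) at 1 hour. It ended B cell, Heat shock, Inflammatory and Mitochondrial in MS against MTX (0.105 to 0.149), Interferon in MS against PLA (0.0966) and Mast cell in MTX against PLA (0.0536). The mean of all probe sets of a gene ended B cell, Immediate early, Inflammatory, Purinergic and Heat shock in MS against MTX (0.0583 to 0.0628), and Cell cycle in MTX (0.0689) and PLA (0.0992) and Interferon in MTX (0.0911) at 1 hour. The robust trend fit ended B cell in MS against MTX (0.0505) and Mitochondrial in MS at 1 hour (0.06).

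Without the 4 arrays, EMT, Interferon, MHC, Mitochondrial, splicing and Ribosomal in MS (0.0512 to 0.334), Interferon in MTX (0.0948), Erythroid in ANE (0.0616) and whGO in PLA (0.0852) were lost at 34 days. At 1 hour InflGO, Neutrophil, Platelet, T cell and rwGO in MS (0.0969 to 0.997), Cell cycle (0.0542) and Interferon (0.0789) in MTX and Dendritic cell (0.114) and Platelet (0.107) in ANE were lost. So were in PLA whGO, Platelet, Plasma cell, Erythroid, EMT, B cell, Cell cycle, EMT.T2, Liver, Mec.E, Mitochondrial, splicing and Ribosomal (0.0596 to 0.437). MS lost EMT, Immediate early, Inflammatory, Mec.E, splicing, Ribosomal, T cell and rwGO against MTX (0.0533 to 0.374) and Mec.E, splicing, Ribosomal, T cell and whGO against PLA (0.0953 to 0.89), and MTX lost Mast cell against PLA (0.0971).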

Other observations

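The tests in this part were chosen only after the results were seen, apart from the list tests, which had been fixed.

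Against the NOCIA change over 34 days, the Circadian clock list was lower by a median of -0.79 in MS (adjusted p = 0.00671), -0.60 in MTX (0.00181), -0.77 in ANE (0.000667) and -0.57 in PLA (0.0115). With an estimated correlation these had adjusted p = 0.47, 0.724, 0.699 and 0.588. The NOCIA arrays are shared by the 4 tests, which are therefore not independent. RNA splicing genes, not among the lists that passed in NOCIA at 34 days, were lower against the NOCIA change in all 4 arms, from -0.30 in MTX to -0.82 in MS (adjusted p from 9.48e-06 to 0.00828), with adjusted p between 0.646 and 0.959 with an estimated correlation. The splicing median was -0.40 without MS replicate 1 and -1.25 without MS replicate 2 in MS, and -0.19 without NOCIA baseline replicate 1 in MTX.

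Lists that passed in none of the 14 comparisons of 2 groups were Skeletal muscle (5 genes, smallest adjusted p = 0.248), Fibroblast (3 genes, 0.172), Folate and nucleotide synthesis (22 genes, 0.0671, PLA at 34 days) and Heal.E (61 genes, 0.0522, ANE at 34 days).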
